A study of Homo sapiens with 3 samples. Its data were reported in "Pharmacologic inhibition of RBBP4/p300-mediated homologous recombination activity enhances glioblastoma sensitivity to temozolomide" (2026).

How the data were processed

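Total RNA from 3 GBM43 cultures, named by their hairpins shNT, shRBBP4 and shp300, was made into Illumina TruSeq libraries by the authors, with 1 library per group. The submitters' processing notes name bcl2fastq, STAR, Subread and featureCounts and the genome build hg19. Versions, settings, the handling of strand and of overlapping genes, and the annotation release are not given in the sources used here. The authors deposited read counts per gene together with RPKM values in a single table. The deposited RPKM values equalled the count scaled by the gene model length plus 1 and by the column total of counts, with a largest relative deviation of 4e-13. The deposited count table held 57773 genes, of which 497 were left out of every step (Y-linked genes and genes of X inactivation), leaving 57276. Gene symbols, identifiers and hg19 spans were taken as the table gives them.

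Counts were scaled with TMM factors from edgeR 4.0.16 in R 4.3.3, which were 0.998 for shNT, 1.00 for shRBBP4 and 1.00 for shp300, and were expressed as CPM (reads of a gene per library size, scaled so that all genes sum to 1e6). Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Log2 ratios were taken after a pseudocount of 0.5 CPM, which understates differences of low genes, whereas folds in the text are plain ratios of scaled counts. Of all genes, 16925 had a mean of at least 1 CPM over the 3 libraries, 13058 of them protein coding by gene identifiers matched to GENCODE release 29, in which 51866 identifiers were found. That annotation is on another build and served for gene types and for the GC content of transcripts only.

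With 1 library per group no replicate test is possible, and no p-value is given. A gene counted as higher or lower past the size rule when its log2 ratio was at least 1 in size, its mean was at least 1 CPM, and the exact conditional binomial 95% interval of the ratio excluded 1. These intervals and the floor of 3 counts used for genes at 0 cover counting error only, since reads without molecular identifiers are not independent molecules. A floor of 3 counts equalled 0.0339 CPM in shNT, 0.038 CPM in shRBBP4 and 0.049 CPM in shp300. Total counts ranged from 61138928 to 88578185, a ratio of 1.45.

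The comparisons were shRBBP4 with shNT, shp300 with shNT, and shRBBP4 with shp300. The comparisons, the alternatives, 36 gene lists and the rule for named genes were fixed before the data were examined. A list was described by the median log2 ratio of its members with a mean of at least 1 CPM and by the percentile of that median among 10000 random lists of the same size matched on mean expression. These percentiles describe these libraries only. All list members were matched by symbol or older symbol except CD24 and PECAM1. Named genes were RBBP4, EP300, RBBP7 and CREBBP, the study's HR genes, the 10 highest and 10 lowest ratios in each knockdown against shNT, the 5 highest and 5 lowest between the knockdowns, the 8 strongest shared genes per direction, and up to 4 members with the largest ratios per list. Clone-named genes were passed over, and the text leaves out some genes that this rule names. Because the strand setting is unknown, genes that overlap others are marked as uncertain in the text.

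The overlap between both comparisons with shNT was set beside the overlap of independent lists and beside 100 draws of unchanged libraries with counting noise alone or with an assumed coefficient of variation of 0.2 or 0.4. The steps were tested on simulated data for shRBBP4 with shNT over 16485 genes. At a true log2 size of 2 all changed genes (100%) were recovered, at 1.2 the share was 81.5%, and 0 of 16300 unchanged genes passed. These simulated data held counting noise alone, with no spread between libraries. They therefore check the steps and do not give the rate of false calls between cultures. Alternatives covered the scaling, the unit (RPKM as deposited), the pseudocount, the filter, the fold, the counting interval and the members of lists. Added after the data were seen were equal depth, protein-coding genes only, no mitochondrial genes, and no genes under a stronger overlapping gene. Leaving out a replicate was not possible.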

Results

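To define the transcripts that depend on RBBP4 and p300 in glioblastoma, RNA was sequenced from GBM43, a primary culture of glioblastoma cells grown from a patient-derived xenograft. The culture carried a non-targeting short hairpin RNA (shNT), a hairpin against RBBP4 (shRBBP4) or a hairpin against p300 (shp300), the protein encoded by EP300. RBBP4 is a histone-binding protein found in several chromatin complexes, and p300 is a histone acetyltransferase. Each of the 3 groups had 1 library, with 88578185 gene counts in shNT, 79007170 in shRBBP4 and 61138928 in shp300. No difference given here has a replicate check, so values compare the libraries and not the conditions. The counting intervals beside folds cover counting error only.

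The targeted transcripts were read first, in every library. RBBP4 (ENSG00000162521, chromosome 1, 33116743 to 33151812, hg19) stood at 167 CPM (read counts scaled to a common library size with TMM factors) in shNT, 63.6 CPM in shRBBP4 and 298 CPM in the library labelled shp300. It was therefore 2.63-fold lower in shRBBP4 than in shNT (95% counting interval 2.55 to 2.72), and 1.78-fold higher in the library labelled shp300 (1.74 to 1.82). EP300 (ENSG00000100393, chromosome 22, 41487790 to 41576081) stood at 160 CPM in shNT, 116 CPM in shRBBP4 and 135 CPM in the library labelled shp300. It was only 1.18-fold lower in the library labelled shp300 than in shNT (1.15 to 1.22), and 37.0% of all genes passing the filter had a lower log2 ratio in that comparison. EP300 was lower still in shRBBP4, 1.37-fold below shNT (1.34 to 1.41). The transcript thus does not set the library labelled shp300 apart from shRBBP4 in the direction of its label, and each direction given for that library below rests on the label alone. CREBBP, the close relative of EP300, was 1.94-fold lower in shRBBP4 (1.89 to 1.99) and 1.64-fold lower in the library labelled shp300 (1.6 to 1.68), without passing the size rule. RBBP7, the close relative of RBBP4, was 1.12-fold and 1.23-fold higher.

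**Figure D1:**
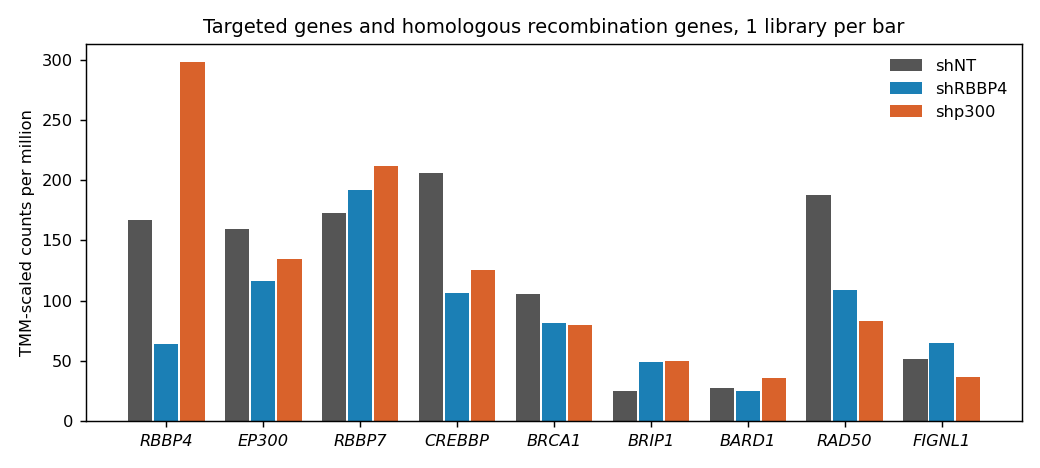
Bars show TMM-scaled CPM (linear axis from 0) of RBBP4, EP300, their relatives RBBP7 and CREBBP, and homologous recombination genes, with 1 library per bar and no replicate error. RBBP4 is lowest in shRBBP4 at 63.6 CPM, while EP300 differs little between libraries, from 116 to 160 CPM.

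The study proposes that a complex of RBBP4 and p300 regulates homologous recombination (HR) genes. For their fall after silencing of either gene it cites earlier work. The 6 genes it names did not move as 1 group. In shRBBP4, RAD50, part of the complex that senses broken DNA ends, was 1.72-fold lower than in shNT (1.68 to 1.77) and BRCA1 was 1.3-fold lower (1.26 to 1.34). The helicase gene BRIP1 was 1.99-fold higher (1.89 to 2.1), FIGNL1 was 1.27-fold higher and BARD1 1.09-fold lower. In the library labelled shp300, RAD50 was 2.27-fold lower (2.2 to 2.34) and passed the size rule. BRCA1 and FIGNL1 were 1.32-fold and 1.39-fold lower, BRIP1 was 2.03-fold higher (1.92 to 2.15) and BARD1 1.31-fold higher. None of the 6 genes passed the size rule in shRBBP4, while 1 was higher and 1 lower past it in the library labelled shp300. The list median was -0.25 on the log2 scale in shRBBP4 and -0.44 in the library labelled shp300, at percentiles 18.4 and 11.3 of random lists matched on expression, so neither stood apart. The study chose these genes in its own earlier work, so the list is not independent evidence of a direction. The spans of the genes given with intervals above were chromosome 5, 131891711 to 131980313 for RAD50 (ENSG00000113522), chromosome 17, 41196312 to 41277500 for BRCA1 (ENSG00000012048) and chromosome 17, 59758627 to 59940882 for BRIP1 (ENSG00000136492).

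Other repair pathways were evaluated with lists fixed before the data were examined. Among 23 further HR genes, 1 passed the size rule in each knockdown library. It was DNA2, a nuclease and helicase of end resection, 2.8-fold higher in shRBBP4 (2.62 to 3) and 2.4-fold higher in the library labelled shp300 (2.23 to 2.58). The medians of this list were 0.18 and -0.20, and the first was 0.03 without genes under a stronger overlapping gene. None of 12 genes of non-homologous end joining passed in either library, with medians of 0.04 and -0.01, the second of which changed sign with the scaling. In microhomology-mediated end joining, with medians of 0.22 and 0.02 over 9 genes (0.13 and -0.09 without genes under a stronger overlapping gene), the ligase gene LIG1 passed, 2.62-fold higher in shRBBP4 and 2.69-fold higher in the library labelled shp300, whereas POLQ, the polymerase of that pathway, was 1.09-fold and 1.5-fold lower. None of the members of the Fanconi anemia list (12 genes, medians 0.17 and 0.05), the mismatch repair list (8 genes, 0.22 and -0.13) or the damage signalling list (12 genes, 0.25 and -0.15) passed in either library. In the list of base excision and direct reversal repair (13 genes, medians 0.30 and 0.19), MGMT, whose product removes the temozolomide lesion, was 6.34-fold lower in the library labelled shp300 (4.8 to 8.51), from 5.79 to 0.914 CPM. In shRBBP4, MGMT stood at 7.44 CPM. ALKBH3, another direct reversal gene, was 2.13-fold and 2.19-fold lower.

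To examine the effect of RBBP4 knockdown, shRBBP4 was compared with shNT over the 16925 genes with a mean of at least 1 CPM. A total of 1639 genes were higher and 1107 lower past the size rule, that is at least 2-fold with a counting interval that excluded no difference. The interval removed no gene that met the size. Unchanged libraries drawn with an assumed coefficient of variation of 0.4 gave 3456 genes past the rule on average, against 2746 here. With 0.2 they gave 205. The true spread between cultures is unknown, so the number of genes alone does not measure an effect of the knockdown. The largest ratios on the higher side included ALDH1A1, a retinaldehyde dehydrogenase, at 881 CPM against 7.78 CPM (113-fold, 105 to 122), the endothelin gene EDN3 (200-fold, 145 to 284) and the cell adhesion gene CTNNA2 (111-fold, 82.8 to 153). The transcription factor gene EBF3 had 2 counts in shNT and 2173 in shRBBP4, and SLIT3, DCHS1, KCNH2, VCAN and MFAP5 were between 31.1-fold and 67.6-fold higher. On the lower side were the chemokine gene IL8 (79.9-fold, 65.7 to 98.1), GDF15 (39.5-fold, 36 to 43.4), INHBE (36.2-fold, 29.6 to 44.7), the retinaldehyde dehydrogenase gene ALDH1A3 (28.9-fold, 27.2 to 30.7), AKNA (25.1-fold), the hypoxia factor gene EPAS1 (24.8-fold) and the urokinase gene PLAU (23.5-fold). TMPRSS15 was 71.6-fold lower (43.2 to 128). SPRR2D had 1787 counts in shNT and 1 in shRBBP4, a 1597-fold difference with a counting interval of 286 to 63119. PLAU overlaps C10orf55, and ALDH1A3 overlaps clone-named genes, so their reads could not be separated.

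To examine the effect of p300 knockdown, the library labelled shp300 was compared with shNT, and 2198 genes were higher and 1803 lower, with the caution on EP300 above. The highest ratios belonged to EDN3 (762-fold, 553 to 1082), GAS1 (468-fold, 322 to 711), the growth factor receptor gene PDGFRA (118-fold, 106 to 131), DCHS1 (118-fold, 96.8 to 145), TBX1 (101-fold), SLC8A3 (92.9-fold), EMID1 (71-fold) and OAS1, an interferon-stimulated gene (119-fold, 83.1 to 177). RPH3A had no count in shNT and was at least 4517-fold higher, taking 3 counts as the floor. NCALD had 3 counts in shNT and a ratio of 758 (259 to 3678). The lowest ratios belonged to IL8 (421-fold lower, 255 to 753), EREG (220-fold, 107 to 548), PTGS2 (146-fold, 94.5 to 239), MYC (113-fold, 92.9 to 140), FLG (81.2-fold, 66.7 to 99.8), ANKRD1 (67.9-fold, 49.4 to 96.1), PLAU (57.1-fold) and ALDH1A3 (51.9-fold). SPRR2D, with no count, was at least 413-fold lower.

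Genes past the size rule in both knockdown libraries mostly shared their direction. A total of 1046 genes were higher in both and 737 lower in both, against 213 and 118 for independent lists of these lengths. Unchanged libraries drawn with counting noise alone shared no gene, and with an assumed further spread of 0.4 between libraries they shared 682 higher and 474 lower on average, against 17.1 and 7.3 with an assumed spread of 0.2. Across genes, which are not independent replicates, the log2 ratios of both comparisons correlated at 0.67 with a covariance of 0.61. The unchanged draws gave a correlation of 0.44 with a covariance of 0.0023 for counting noise, 0.50 with 0.32 for the assumed spread of 0.4, and 0.50 with 0.078 for 0.2. Both comparisons used the same shNT library, which could not be split, so part of the excess may come from it. Among the highest in both were EDN3, DCHS1, KCNH2, PDGFRA, NYNRIN, FXYD6 and IGF2, and lowest in both were IL8, SPRR2D, ALDH1A3, INHBE, AKNA, PLAU, C10orf55 and MT1E. IGF2, an insulin-like growth factor gene that overlaps INS-IGF2, was 20.9-fold and 17.6-fold higher, and the metallothionein gene MT1E 18.4-fold and 17.6-fold lower.

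**Figure D2:**
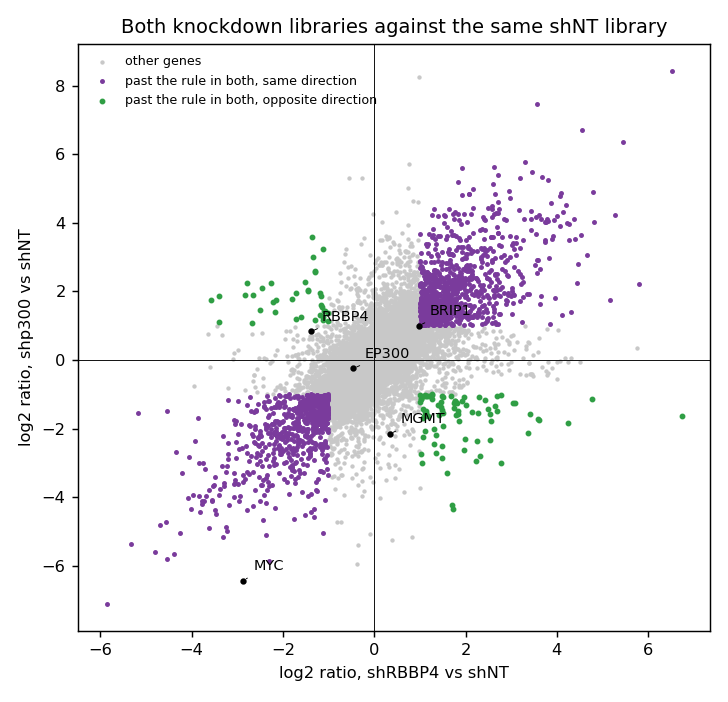
Each point is 1 of 16925 genes, with the log2 ratio of shRBBP4 to shNT on the horizontal axis and of the library labelled shp300 to shNT on the vertical axis. Of the genes past the size rule in both, 1783 share a direction and 119 do not, and both axes contain the same shNT library.

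Stress and inflammatory transcripts were lower in both knockdown libraries than in shNT. Of 14 genes of the unfolded protein and ATF4 response, 9 were lower in shRBBP4 and 10 in the library labelled shp300, with list medians of -1.76 and -1.44, below all 10000 random lists. Examples were TRIB3 (14.2-fold and 21.8-fold lower), CHAC1 (11.7-fold and 22.2-fold), ATF3 (12.8-fold and 33.3-fold) and PPP1R15A (11.1-fold and 22.8-fold). HSPA5, the endoplasmic reticulum chaperone, went the other way, 1.42-fold and 2.32-fold higher. Of 14 NF-kappaB and inflammatory genes, 12 and 11 were lower, with medians of -2.20 and -2.86, also below all random lists. LIF was 9.75-fold and 31.3-fold lower, IL1B 31.1-fold and 109-fold lower, and 1 gene of the list, CCL2, was higher in the library labelled shp300. Of 12 immediate early genes, 7 and 6 were lower and 1 and 2 higher, with medians of -1.08 and -1.39. FOSL1 was 3.38-fold and 25.5-fold lower and KLF4 16.3-fold and 5.27-fold lower, while DUSP6 was 7.29-fold higher in the library labelled shp300.

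Cholesterol transcripts were higher, and cell cycle lists had medians above most random lists though few of their genes passed the size rule. Of 18 genes of cholesterol synthesis, 11 were higher in shRBBP4 and 16 in the library labelled shp300 and none was lower, with medians of 1.44 and 1.67, above all random lists. HMGCS1 was 3.78-fold and 5.93-fold higher, STARD4, which encodes a sterol carrier, 3.82-fold and 10.1-fold, and IDI1 3.51-fold and 3.44-fold. Among 26 genes of DNA replication and S phase, 3 and 8 were higher and none was lower, with medians of 0.63 and 0.57, above all random lists. RRM2, a subunit of ribonucleotide reductase, was 2.34-fold and 2.15-fold higher, E2F2 2.39-fold and 2.72-fold, and MCM6 1.5-fold and 2.86-fold. For 21 genes of G2 and mitosis the medians were 0.27 and 0.35, at percentiles 98.0 and 99.2, with 1 and 3 genes past the size rule, and the kinesin gene KIF20A was 3.44-fold and 5.27-fold higher. Of 22 p53 targets, 3 were higher and 8 lower in shRBBP4, and 7 higher and 6 lower in the library labelled shp300, with medians of -0.20 and 0.21. CDKN1A, which encodes a cell cycle inhibitor, was 3.1-fold lower in shRBBP4 and 2.4-fold higher in the library labelled shp300, and SESN2 was 12-fold and 18.1-fold lower.

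MYC was lower in both knockdown libraries, and some of its targets were lower past the size rule in the library labelled shp300. MYC itself went from 179 CPM in shNT to 24 CPM in shRBBP4 (7.47-fold lower, 7.12 to 7.83) and to 1.58 CPM in the library labelled shp300. Over the list of 18 genes the medians were -0.33 and -1.04, at percentiles 0.9 and 0, and 1 and 10 members, MYC among them in each case, were lower past the size rule. Between the knockdown libraries 6 of the 18 were higher in shRBBP4 past the rule and none was lower. RRP9, WDR43 and NOLC1, which act in ribosome production, were 5.03-fold, 3.16-fold and 2.99-fold lower in the library labelled shp300. Cytosolic ribosomal protein genes had a median of -0.19 in both, and none of the 28 passed. Among 13 apoptosis regulators, 3 were lower in each knockdown library and none was higher, with medians of -0.27 and -0.47. The medians of the acetyltransferase list were -0.18 and -0.27 over 14 genes, and those of 25 genes of RBBP4-containing complexes were 0.11 and 0.16. The latter were only 0.03 each without genes under a stronger overlapping gene.

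Lists of glioblastoma cell states and matrix genes were described next. Neural-progenitor-like genes had medians of 1.21 and 1.26 over 13 genes, with 7 higher and 1 lower in shRBBP4 and 10 higher and none lower in the library labelled shp300. FXYD6 was 19.9-fold and 22.3-fold higher. Oligodendrocyte-progenitor-like genes had medians of 2.61 and 0.23 over 7 genes that went both ways, PDGFRA and SOX8 higher, and PSAT1 and FIBIN lower, and over all measured members, most of them below the filter, the medians were only 0.06 in each. The medians were 0.30 and 0.52 for 9 astrocyte-like genes, 0.21 and -0.34 for 15 mesenchymal-like genes, and 0.29 and 0.73 for 10 neural stem cell factors. Of these factors 3 were higher and 1 lower in shRBBP4, and 4 higher and 2 lower in the library labelled shp300. PROM1 was 43.5-fold and 28.6-fold higher by plain ratio but was low in shNT. After the pseudocount no log2 ratio of this list exceeded 3.15 and 2.61. Over all measured members the mesenchymal-like median of the library labelled shp300 was -0.03, the astrocyte-like medians were 0.10 and 0.32, and those of the stem cell factors 0.16 and 0.46. Of 25 genes of extracellular matrix and adhesion, 4 were higher and 1 lower in shRBBP4, and 11 higher and 3 lower in the library labelled shp300, with medians of 0.30 and 0.88. There COL4A1 was 7.26-fold and MMP14 7.07-fold higher, while the matricellular genes CTGF and CYR61 were 16.7-fold and 4.79-fold lower. In shRBBP4, CTGF and CYR61 were each 1.09-fold higher. Among 11 receptor tyrosine kinase genes the medians were -0.11 and 0.86, the first being 0.0026 with RPKM. Hypoxia and glycolysis genes had medians of -0.02 and 0.20 over 17 genes, and each changed sign under at least 1 alternative.

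Markers of other cell types and of RNA composition were read beside these lists. Of 12 microglia and macrophage markers 2 passed the filter, and of 7 matched endothelial markers 1, TIE1, which was 8.63-fold higher in shRBBP4. Neuron markers (3 genes, medians 0.30 and 0.51), oligodendrocyte markers (3 genes, 0.63 and 1.06, or 0.04 and -0.09 over all measured members) and pericyte and fibroblast markers (5 genes, -0.80 and 0.46) went both ways. Over the alternatives the neuron medians ranged from 0.02 to 0.36 and from 0.05 to 0.57. Those of pericyte and fibroblast markers ranged from -1.49 to -0.29 and from 0.15 to 0.76. The mitochondrially encoded genes took 0.567% of counts in shNT (95% exact Clopper-Pearson interval 0.565 to 0.568), 1.54% in shRBBP4 (1.53 to 1.54) and 1.05% in the library labelled shp300 (1.05 to 1.06). All 12 listed were higher past the size rule in shRBBP4 and 3 in the library labelled shp300, with medians of 1.46 and 0.91, while 18 nuclear-encoded genes of the respiratory chain had medians of -0.11 and -0.10 and none passed. Of 34 lists with a percentile, 7 in shRBBP4 and 9 in the library labelled shp300 lay above the middle 95% of random lists, and 6 and 4 lay below it.

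**Figure D3:**
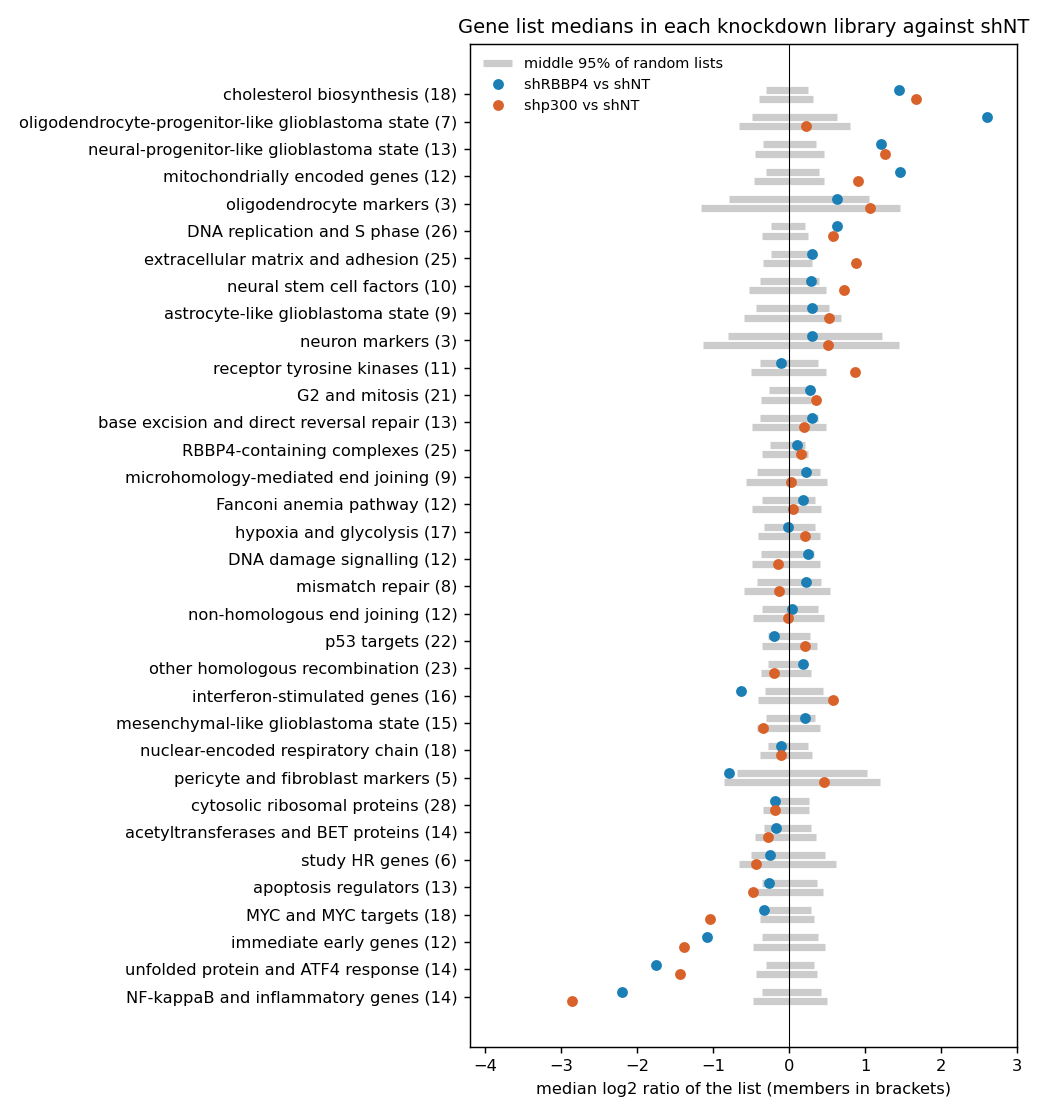
Points give the median log2 ratio of each gene list to shNT, for shRBBP4 and for the library labelled shp300, with the number of members in brackets, and grey bars give the middle 95% of 10000 random lists matched on expression. NF-kappaB genes lie lowest at -2.20 and -2.86, and cholesterol genes lie at 1.44 and 1.67.

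The knockdown libraries were also compared directly, which involves no shared control. In shRBBP4, 1056 genes were higher and 1036 lower than in the library labelled shp300. ALDH1A1 (409-fold, 345 to 489), IGF2BP1 (115-fold, 85.5 to 159) and LINC00707 (107-fold, 78.2 to 149) were higher in shRBBP4. HOXB9 had 2 counts and MFAP5 3 counts in the library labelled shp300, with ratios of 1019 (282 to 8415) and 661 (226 to 3206). RPH3A (319-fold, 232 to 451), SHH (193-fold, 113 to 363), SMOC1 (85.2-fold, 68.4 to 107) and UNC5C (58.7-fold, 47.1 to 74.2) were lower, as was KLRC4-KLRK1, a readthrough gene that shares reads with its neighbours. Interferon-stimulated genes were lower in shRBBP4 than in the library labelled shp300, with a median of -1.31 over 16 genes and 9 of them past the size rule.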

Values the study reported

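The study reported RNA sequencing data of 58 glioblastoma xenografts, in which RBBP4 expression correlated with that of BRCA1, BRIP1 and BARD1 but not with RAD50 or FIGNL1. In the same cohort it reported a correlation of EP300 with BRIP1. The study selected hairpin constructs that reached at least 90% inhibition at the protein level, and it named 6 HR genes as regulated by RBBP4 and p300.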

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

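All patterns in this part were found in these data, and every test was chosen after its pattern had been seen. For label exchange, reads of overlapping genes and the shNT culture, related values had also been seen before the prediction was written.

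Knockdown libraries went opposite ways from shNT in some genes, and 1 list lay outside the middle 95% of random lists in both with opposite signs. A total of 82 genes were higher in shRBBP4 and lower in the library labelled shp300 past the size rule, and 37 were lower in shRBBP4 and higher in the other. This list, interferon-stimulated genes, had a median log2 ratio of -0.64 in shRBBP4 and 0.57 in the library labelled shp300, and of -0.20 and 0.48 without the filter on mean level. With 1 library each, these differences were not tested. Chosen after their values were seen, WASF3 stood at 17.2, 122 and 1.73 CPM in shNT, shRBBP4 and the library labelled shp300, PDPN at 14.8, 75.2 and 1.68 CPM, and COL14A1 at 27.6, 5.39 and 133 CPM.

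EP300 was little lower in the library labelled shp300. Its log2 ratio to shNT was -0.24 (counting interval -0.28 to -0.21), but 37.0% of genes had a lower one, so with 1 culture each the ratio does not decide whether the shNT and shp300 labels were exchanged. An exchange of the knockdown labels would put RBBP4 lower in the library labelled shp300, but its log2 ratio of shRBBP4 to shp300 was -2.23 (-2.28 to -2.18), and only 1.22% of genes had a lower one. Reads of overlapping genes do not account for the pattern, since the EP300 ratio stayed at -0.25 (-0.29 to -0.21) once all counts of 4 overlapping genes were taken away. An exchange of the shNT and shp300 labels would put EP300 higher in the library labelled shp300. The small reduction seen there has the other sign, but it lies well within the spread of genes, so this exchange stays undecided. A knockdown that acts mainly on the protein or a single wrong label may explain the pattern, and these 2 were not tested here. The study did check knockdown of RBBP4 and p300 at the protein level in GBM43 cells. It does not state whether the cultures sequenced here were the ones checked.

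Many genes were shared by both knockdowns against the single shNT library. Depth does not account for this, because 1784 genes were shared when every library was thinned to the smallest depth, against 1783 at full depth. Over the shared genes the median size of the log2 ratio between the knockdown libraries was 0.44, against 1.52 and 1.82 for each with shNT. The shared genes were picked for a log2 ratio of at least 1 in size, in the same direction, against the same shNT library. Their sizes against shNT are therefore above 1 by selection, which also favours a smaller ratio between the knockdowns. Unchanged libraries with an assumed spread of 0.4 shared 682 higher and 474 lower genes on average. An effect of both knockdowns, a state of the shNT culture alone such as stress at harvest, or spread between libraries would each give such values. With 1 control library these cannot be told apart.

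Genes of chromosomes 9 and 18 were lower as sets in shRBBP4. The median log2 ratio to shNT of protein-coding genes with a mean of at least 5 CPM was -0.37 over 474 genes of chromosome 9 and -0.27 over 154 of chromosome 18, with 77.6% and 71.4% of them below 0 and a lowest median of any chromosome in 1000 shuffles of the labels of -0.24. In the library labelled shp300 no chromosome lay outside the shuffles. Chromosome 3 came near their lowest median of -0.277 there, at -0.274 over 646 genes with 63.8% below 0, against 0.04 in shRBBP4. Between the knockdown libraries 3 chromosomes lay outside, chromosome 3 at 0.29, chromosome 9 at -0.41 and chromosome 18 at -0.19. After a fit on GC content, gene model length and mean level the chromosome 9 median was -0.38 (lowest of shuffles -0.24), which argues against these as its source. Chromosomes 3 and 18 were not tested in this way, and no biological explanation is given here.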

How the results depend on the processing

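Alternatives added after the data were seen were equal depth, protein-coding genes only, no mitochondrial genes, and no genes under a stronger overlapping gene. Over all alternatives, 155 of 170 main values stayed within 1.5 times (counts) or within the counting interval, and 15 moved. None of the main log2 ratios and list medians changed direction, while numbers of genes have no direction to change. Among single genes 1286 of 1476 values stayed and 190 moved, all in the same direction as the main value. Among list medians 839 of 974 stayed and 135 moved, and 963 kept their sign. The filter, the fold, the counting interval and the choice of protein-coding genes cannot alter the log2 ratio of a gene. The fold and the counting interval cannot alter a list median either. Such values are counted among those that stayed, so these shares overstate how stable the results were.

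At 1.5-fold, a looser rule that admits more genes by construction, 3126 genes were higher and 2558 lower in shRBBP4, 3817 and 3567 in the library labelled shp300, 2253 and 2277 between the knockdowns, and 2160 and 1750 in both. With a mean of at least 5 CPM, which tests fewer genes, 1082 were higher in shRBBP4 than in shNT and 649 higher than in the library labelled shp300. Under upper-quartile scaling the RBBP4 log2 ratio in shRBBP4 was -1.34, the EP300 ratio in the library labelled shp300 was -0.19, and the HR gene medians were -0.20 and -0.38. With RPKM as deposited the RBBP4 ratio was -1.33. Upper-quartile scaling shifted the median of all genes by 0.047 for shRBBP4 and 0.053 for the library labelled shp300, both against shNT. These shifts are close in size to the moves named for that scaling. For RPKM, the cause was not tested. No scaling moved the median of all genes by more than 0.053. Leave-one-out fits were not possible with 1 library per group, and depth limits mainly the genes with few counts, whose intervals are wide.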

Other observations

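Gene families named here were chosen after their values were seen. All 6 metallothionein 1 genes past the filter, MT1L being a pseudogene, were lower in the library labelled shp300 and 5 of them in shRBBP4, with a median log2 ratio of -2.80 in the former. Of 18 aminoacyl-tRNA synthetase genes, which charge tRNAs for translation, 10 were lower and 1 higher in each knockdown library, with medians of -1.07 in shRBBP4 and -1.24 in the library labelled shp300. Genes with IGFBP symbols, which mostly encode binding proteins of insulin-like growth factors but include the antisense RNA IGFBP7-AS1, had medians of 1.19 and 1.83 over 8 genes, with 4 and 5 higher. Semaphorin genes, which encode guidance cues, had medians of 0.54 and 1.39 over 14 genes, with 6 and 10 higher and 2 lower in each.

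Other families separated the knockdown libraries. All 21 protocadherin gamma genes were higher in the library labelled shp300, with a median of 1.95, against 0.28 and none past the size rule in shRBBP4. These genes share their last exons, so their counts are not independent and the family counts as about 1 measurement. Genes with HOX symbols, which include the antisense RNA HOXA10-AS and HOXC4 under separate identifiers, had a median of 0.74 in shRBBP4, with 10 of 28 higher and 1 lower, and of -0.08 in the library labelled shp300. All 5 genes of the KLRC cluster, which overlap one another in part, were lower in shRBBP4 (median -2.83) and 4 were higher in the library labelled shp300 (median 1.87).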
